A study of Mus musculus with 5 samples. Its data were reported in "Imprinted Cdkn1c genomic locus cell-autonomously promotes cell survival in cerebral cortex development" (2020).

How the data were processed

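Allele-specific expression was measured by targeted sequencing in F1 hybrid mouse embryos with a C57BL/6J (B6) mother and a CAST/EiJ (CAST) father at embryonic day 12. Per the labels, neurons and radial glial progenitors (RGPs) were sorted from the neocortex by antibody staining, RNA from 10000 sorted cells per library was treated with DNase and copied into cDNA, and regions around single nucleotide polymorphisms (SNPs) that differ between the strains were amplified by PCR. Genomic DNA from the carcass of an embryo was amplified in the same way. The PCR products of each sample were pooled and sequenced on an Illumina instrument. The authors aligned the reads to mouse genome build GRCm38 with STAR and made pileups with samtools, per the study's methods.

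The 5 deposited files are samtools pileups, which list for every covered position the depth, the base of each read with its strand, and the base quality. The depth values are counts of reads per position as the authors deposited them, with no normalization. Depth at a position includes reads that span it by a splice gap or a deletion, so allele counts were taken from the bases themselves. At the *Cdkn1c* SNP, 649, 0, 464 and 644 reads had a splice gap in Neuron replicates 1 and 2 and RGP replicates 1 and 2. The genomic DNA had 0. In the RGP libraries these reads were of similar number to the paternal bases, 536 and 528, and their allele is unknown. At the *Ndn* SNP, Neuron replicate 1 had 67 such reads. The base qualities took 5 values between 14 and 37. Depth stopped between 30047 and 30055 reads in all 5 libraries, which is the pattern of a depth limit when the pileups were made, so depths at the limit do not measure abundance. The pileups hold 121925 to 140178 reads per library, counted from their read-start marks.

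The SNPs were located as the positions in each amplicon where the second base made up 20% to 80% of reads in the genomic DNA at a depth of at least 100. The reference base was taken as the maternal B6 allele and the other base as the paternal CAST allele. The *Cdkn1c* and *Ndn* amplicons were the sequence between the study's PCR primers, primers included. A further amplicon, at *Inpp5f*, was bounded by a depth above 1000 in the genomic DNA. The genes, exons and untranslated regions at each position were read from the GENCODE M21 annotation on GRCm38. Genes were named by a rule written before the data were examined, which allowed *Cdkn1c*, *Ndn* and the 5 most covered regions outside their amplicons. The choices of grouping, tests and alternatives were made before the data were examined, except those stated below as added later.

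Bases with a quality of at least 30 were counted. Where the study's methods speak of high-quality bases they give no value, so this minimum is a choice made here. The share of an allele was its bases over the bases of both alleles. Each library's share has a 95% Wilson confidence interval, and a share of 0 is given with the smallest share that 3 reads would make at that depth. The PCR reads carried no molecular identifiers, so intervals and detection limits cover counting error only and not the sampling of template molecules before PCR. Group values are means ± SD of the libraries.

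Libraries were grouped by their labels as neurons (n = 2), RGPs (n = 2) and genomic DNA (n = 1). Neurons and RGPs were compared by a two-sided exact permutation test on the library shares. The pairing of same-numbered libraries comes from the replicate numbers in the titles alone, and the labels do not say whether these libraries share animals. A result with the replicate number as a block was therefore computed beside the result without it, together with the correlation of same-numbered libraries in their deviations from the group means over the 98 regions outside the amplicons with a depth of at least 20. Each cDNA library was compared with the genomic DNA library by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 8 tests, and the cDNA libraries with each other over 6 tests. Such tests compare libraries and not conditions. The *Cdkn1c* paternal base was also set against misread bases. The count of the same A-to-G mismatch was pooled over the 26 other positions with reference base A in the same library, between positions 143458797 and 143458893 of chromosome 7, where depth in the genomic DNA was at least 10% of that at the SNP, positions with a second base at 10% or more in the genomic DNA were left out, and a one-sided Fisher's exact test was used. P-values too small to be represented are given as −log10 values.

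The alternatives were no base quality minimum, minimums of 20 and 35, the bases of a single strand, shares over all 4 bases, allele odds divided by those of the genomic DNA, pooled reads, log2 allele odds, a replicate block, the omission of each library, and other backgrounds. A background without the primer positions and the alternatives for *Inpp5f* were added after the data had been seen. Regions outside the amplicons were joined across gaps of up to 300 bp. The pileup reader was tested on simulated data, where 300 of 300 lines were parsed without error. On simulated allele counts, 100 of 100 SNPs above background and 3 of 100 SNPs at background were called. The simulation gave every background position the same mismatch rate. The real positions were uneven, with 0.131% at the highest against 0.0177% pooled in Neuron replicate 2, so these call rates need not hold for the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The study's Sanger sequencing, a further *Cdkn1c* SNP and its transcriptome libraries were not analysed here.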

Results

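The data covered 5 sequencing libraries from F1 hybrids of a B6 mother and a CAST father at embryonic day 12. A pair of libraries came from cDNA of sorted cells enriched for cortical projection neurons (n = 2). A pair came from cDNA of sorted cells enriched for RGPs, the dividing cells that give rise to these neurons (n = 2). The remaining 1 library came from genomic DNA of a carcass. The study's methods define the sorted neurons as cells negative for both progenitor markers. No marker of neurons was required, so the neuron libraries may include other cells. The pileups held 121925 reads for Neuron replicate 1, 131232 for Neuron replicate 2, 140178 for RGP replicate 1, 132253 for RGP replicate 2 and 125132 for the genomic DNA. Of these reads, 43.0% to 49.4% began in the *Cdkn1c* amplicon and 21.4% to 24.6% in the *Ndn* amplicon. Another 21.0% to 26.5% began at *Inpp5f*, a locus outside the study's stated targets. Because depth was limited near 30000 reads per position, these percentages do not measure the composition of the PCR pools.

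*Cdkn1c* encodes the cyclin-dependent kinase inhibitor p57 and is imprinted with expression from the maternal allele. *Ndn* is imprinted with expression from the paternal allele and served as the control. The design asks whether the silent *Cdkn1c* allele is released in cortical neurons or RGPs. The *Cdkn1c* SNP, A143458858G on chromosome 7 of GRCm38 (maternal base, position on the forward strand, paternal base), lies in the untranslated part of exon 4 (positions 143458342 to 143459021) of the gene ENSMUSG00000037664.13. This gene occupies positions 143458339 to 143461050 on the reverse strand. The SNP sits 38 bp from the nearer end of a 402 bp amplicon (143458495 to 143458896), and the reference sequence of the 41 bases around it, from 143458838 to 143458878, is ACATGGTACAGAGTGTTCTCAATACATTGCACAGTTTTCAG.

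The *Ndn* SNP, T62348457C on the same chromosome, lies in the coding sequence of the gene's only exon (ENSMUSG00000033585.5, 62346569 to 62350262, forward strand). The annotation also places the noncoding gene *Gm32061* over this position on the opposite strand, and the counting could not separate the transcripts of overlapping genes. The amplicon spans 162 bp (62348321 to 62348482) with the SNP 25 bp from its nearer end, and the reference sequence from 62348437 to 62348477 is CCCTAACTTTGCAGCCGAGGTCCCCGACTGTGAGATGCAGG.

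The genomic DNA carries 1 copy of each allele and measures any allelic bias of PCR, sequencing and alignment. At the *Cdkn1c* SNP the paternal base made up 51.2% of 29884 allele reads (95% Wilson interval 50.7% to 51.8%). At the *Ndn* SNP the maternal base made up 52.7% of 2355 allele reads (50.7% to 54.7%). Both intervals exclude 50%, with the deviation toward the paternal base at *Cdkn1c* and toward the maternal base at *Ndn*. There was no replicate of the genomic DNA. The *Cdkn1c* value was 53.8% from the bases of the forward strand, the alternative that moved it most, but only 13 reads entered it.

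**Figure D1:**
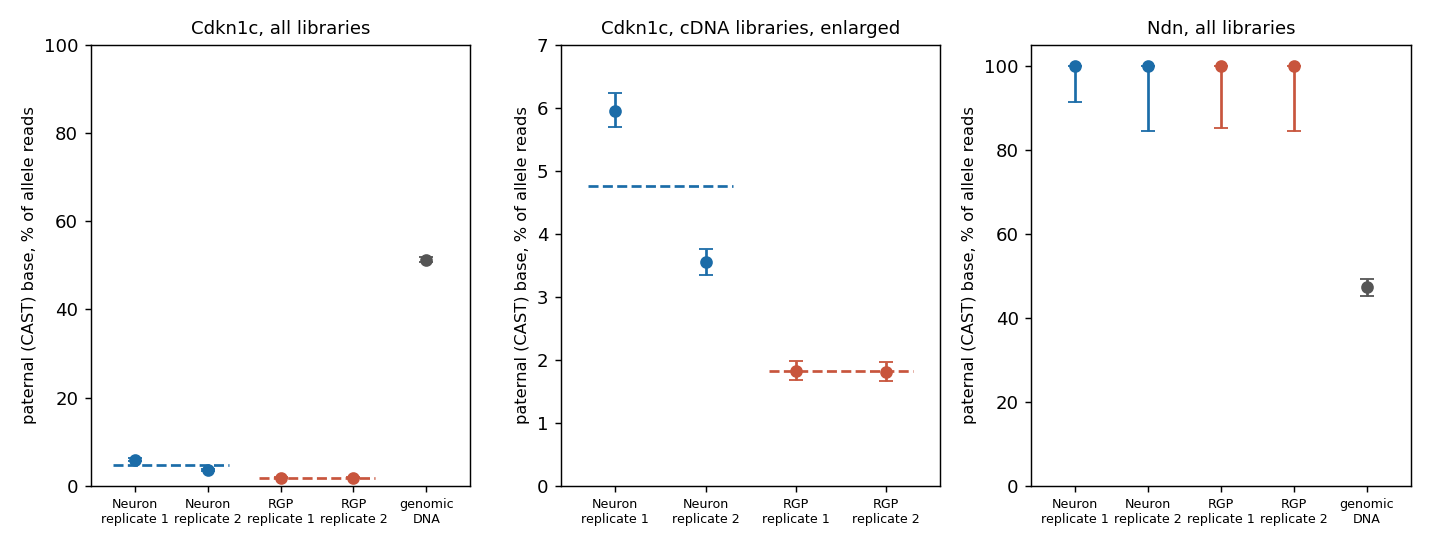
Paternal (CAST) base as a percentage of allele reads at the *Cdkn1c* SNP in all 5 libraries (left) and the 4 cDNA libraries on an enlarged axis (middle), and at the *Ndn* SNP (right). Points are libraries with 95% Wilson intervals and dashed lines are group means, and *Cdkn1c* lies between 1.81% and 5.95% in cDNA against 51.2% in genomic DNA.

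In cDNA of neurons the paternal *Cdkn1c* base made up 4.75% ± 1.70 of allele reads (SD, n = 2). Neuron replicate 1 had 1740 paternal bases among 29222 allele reads, or 5.95% (95% Wilson interval 5.69% to 6.23%). Neuron replicate 2 had 1058 among 29854, or 3.54% (3.34% to 3.76%). In RGPs the paternal share was 1.82% ± 0.011 (SD, n = 2), with 536 of 29381 reads or 1.82% in replicate 1 (1.68% to 1.98%) and 528 of 29191 reads or 1.81% in replicate 2 (1.66% to 1.97%). The maternal base thus made up 94.0% to 96.5% of allele reads in neurons and 98.2% in both RGP libraries. Division by the allele odds of the genomic DNA lowered the means to 4.53% in neurons and 1.73% in RGPs.

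All 4 cDNA libraries had less of the paternal *Cdkn1c* base than the genomic DNA. The differences were −45.3 and −47.7 percentage points in Neuron replicates 1 and 2 and −49.4 points in each RGP library. By Fisher's exact test the −log10 adjusted p-values ranged from 3567 to 4791 over the 4 libraries. These tests set single libraries against a single genomic DNA library.

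The paternal share of *Cdkn1c* was above the rate of misread bases in all 4 cDNA libraries. The same A-to-G mismatch at 26 other positions of the amplicon made up 0.0152%, 0.0177%, 0.0163% and 0.0131% of reads in Neuron replicates 1 and 2 and RGP replicates 1 and 2. The SNP exceeded this background 390-fold, 201-fold, 112-fold and 138-fold, with −log10 adjusted p-values from 634 to 2323 (one-sided Fisher's exact test). The most mismatched single background position reached 0.131%, in Neuron replicate 2. At that depth the smallest share that 3 reads could show was at most 0.0103% in the cDNA libraries. Bases of the forward strand alone, 15 to 26 reads per library, put 0 of the 4 libraries above background after adjustment and 1 before it.

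**Figure D2:**
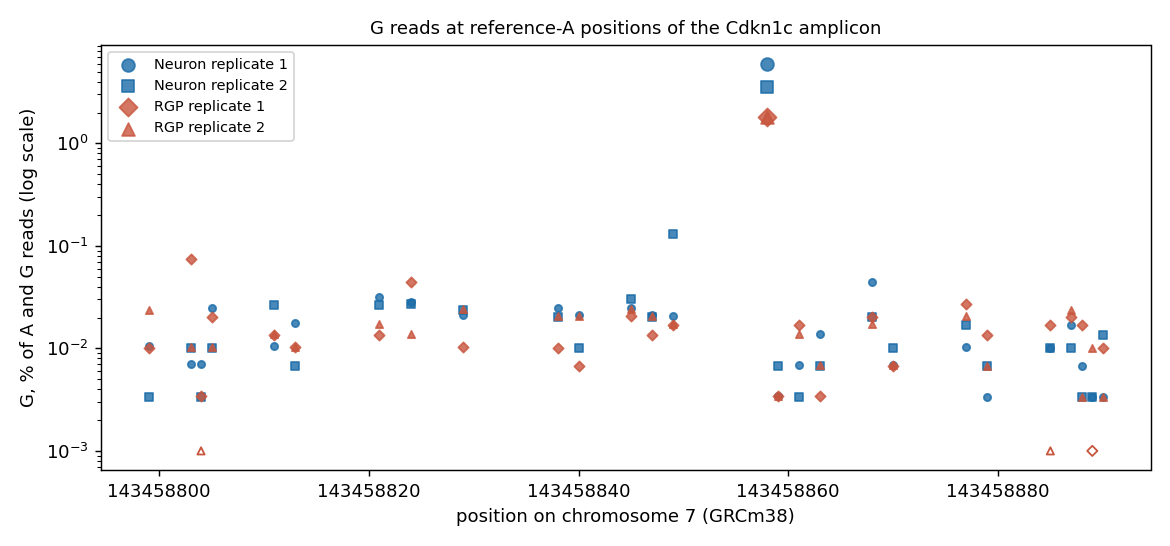
G as a percentage of A and G reads (log axis) at reference-A positions of the *Cdkn1c* amplicon against position on chromosome 7, for the 4 cDNA libraries, with open symbols at 0.001% for positions with 0 G reads. Large symbols mark the SNP, at 1.81% to 5.95%, and the highest other position is at 0.131%.

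The mean paternal *Cdkn1c* share was 2.93 percentage points higher in neurons than in RGPs, a ratio of 2.61. Each neuron library was above each RGP library. With 2 libraries per group there are 6 arrangements, and the two-sided exact permutation test gave p = 0.333, the smallest value this design allows, so the groups cannot be separated at the 0.05 level. The difference was larger than the SD between neuron libraries, 1.70 points. With the replicate number as a block, the paired differences were 4.13 and 1.74 points, their mean was again 2.93, and the exact sign-flip permutation gave p = 0.5 over 4 arrangements. The correlation of same-numbered libraries in their deviations from the group means was r = −0.0890 over 98 regions outside the amplicons, which are not independent replicates. Many of these regions reached a depth of 20 in a single library only, so this check does not settle whether the numbers pair the samples.

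Compared library by library, the neuron replicates differed from each other by 2.41 points (odds ratio 1.72, adjusted p = 2.8e-43, Fisher's exact test). The 4 pairs of a neuron and an RGP library had odds ratios from 1.98 to 3.44 and adjusted p-values from 9.36e-39 to 7.53e-155 by the same exact test. The difference between neuron replicates was thus larger than the differences of 1.72 and 1.74 points between Neuron replicate 2 and the RGP libraries. The SD between neuron libraries was 13.8 times the binomial SD at their depth. The RGP replicates differed by 0.0155 points (adjusted p = 0.902, Fisher's exact test) and agree within sampling noise at this SNP. They were kept as separate samples, because at *Inpp5f* their maternal shares differed by 6.89 points (adjusted p = 8.23e-37, Fisher's exact test over 2 replicate pairs).

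At the *Ndn* SNP no maternal base was found in cDNA. Neuron replicate 1 had 0 of 40 allele reads, Neuron replicate 2 had 0 of 21, RGP replicate 1 had 0 of 22 and RGP replicate 2 had 0 of 21. The upper 95% Wilson bounds were 8.76%, 15.5%, 14.9% and 15.5%, and the smallest shares that 3 reads could show were 7.5%, 14.3%, 13.6% and 14.3%. A maternal *Ndn* share of a few percent, the size of the paternal *Cdkn1c* share, was not detectable in any single library at this depth. The difference from genomic DNA was −52.7 points in each library, with adjusted p-values of 2.24e-13 and 1.63e-07 in the neuron libraries and 1.04e-07 and 1.63e-07 in the RGP libraries (Fisher's exact test). No difference between neurons and RGPs was detectable at this SNP, with 0 maternal bases in both groups.

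**Figure D3:**
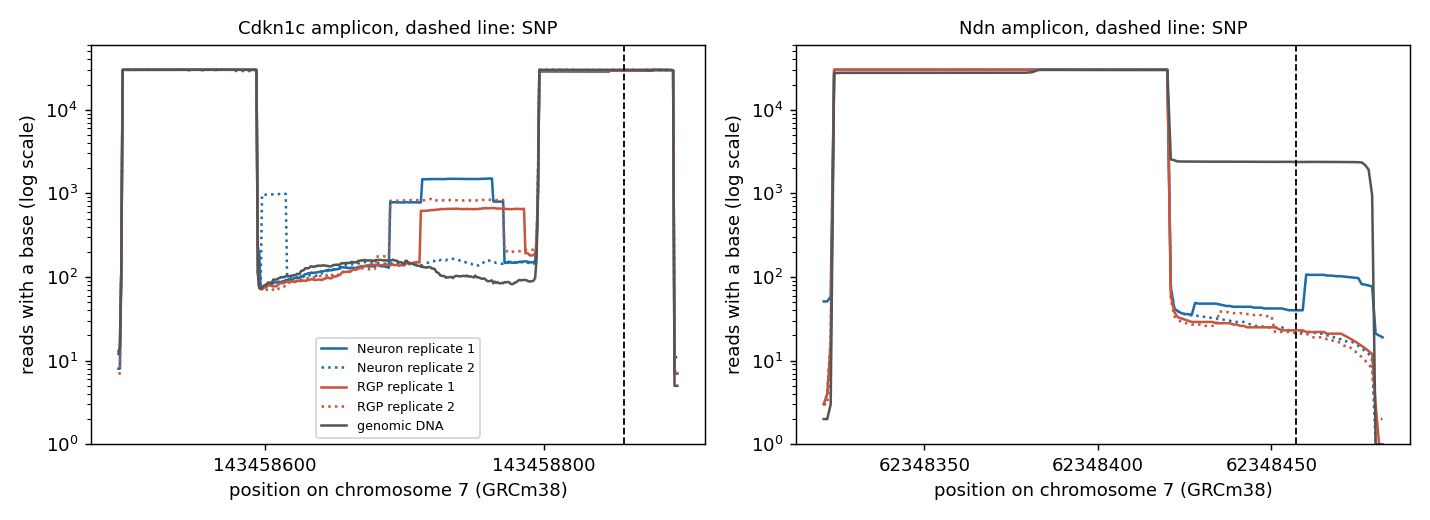
Reads with a base (log axis) against position on chromosome 7 in the *Cdkn1c* (left) and *Ndn* (right) amplicons, a line per library, with the SNP marked by a dashed line. At the *Ndn* SNP the cDNA libraries fall to between 21 and 40 allele reads, against 29222 to 29854 allele reads in neurons and 29191 to 29381 in RGPs at the *Cdkn1c* SNP.

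The low depth at the *Ndn* SNP was tied to the side of the amplicon from which reads came. Reads from the SNP side numbered 16 to 21 in the cDNA libraries, against 30012 to 30019 from the far side. In the genomic DNA the numbers were 2374 and 27623. In the *Cdkn1c* amplicon the ratio of SNP-side to far-side reads was 0.951 to 0.998 in the 5 libraries.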

Values the study reported

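The study reported that the paternal *Cdkn1c* allele contributed less than 5% of expression in neurons and less than 2% in progenitors. The study did not say in its main text whether these bounds hold for means or for each library. In genomic DNA it gave the abundance of each parental SNP as about 50%. It put the uniquely aligned share of reads above 99%, with no sequencing run below 700,000 such reads.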

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

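The test of mispriming was chosen before its result was seen, and all other tests in this part were chosen only afterwards. All the signals below lie in parts of the pileups that the comparisons at *Cdkn1c* and *Ndn* do not use.

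A further amplicon was present at *Inpp5f* (ENSMUSG00000042105.18) in all 5 libraries. It covered 196 bp, from 128611437 to 128611632 on chromosome 7, in the untranslated part of exon 1, and neither end matched the study's listed primers better than random windows did. It held 2 SNPs, C128611461G and T128611501C. At the first SNP, the paternal base made up 59.4% of allele reads in neurons and 55.4% in RGPs (mean, n = 2 libraries each), which stood out because every library of both groups was above the genomic DNA. The maternal share was 37.4% and 43.8% in Neuron replicates 1 and 2 and 48.0% and 41.1% in RGP replicates 1 and 2, against 49.6% in genomic DNA. The differences of −12.2, −5.77, −1.58 and −8.47 percentage points had adjusted p-values of 2.43e-93, 1.66e-25, 0.00356 and 8.95e-52 (Fisher's exact test, 4 tests, comparing libraries). The 2 SNPs gave maternal shares within 0.258 points of each other in every library.

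A preference of PCR or alignment for the paternal *Inpp5f* allele was tested with the genomic DNA, where the maternal share was 49.6%, so this explanation was rejected. The depth limit was rejected too, because the highest depth in this amplicon was 19070. The sampling of few template molecules before PCR could shift single libraries by this much. The SD of the maternal share between replicates was 10.9 times the binomial SD in neurons and 12.7 times in RGPs. All 4 libraries shifted the same way, but an exact sign test over 4 libraries cannot pass 0.05 whatever their directions, and its p of 0.125 decides nothing. A paternal bias of expression and template sampling were not separated by any test here. Neurons minus RGPs was −3.95 points (exact permutation p = 0.667), and with 6 arrangements that test cannot go below 0.333, so whether the groups differ was left open.

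The 4 most covered regions elsewhere were products of cDNA libraries at introns. *Gtf2i* (chromosome 5, 134287445 to 134287713) reached a depth of 2631 in a cDNA library and 1 in genomic DNA. *Foxo3* (chromosome 10, 42189298 to 42189525) reached 898 against 59 in genomic DNA. *Prcc* (chromosome 3, 87863546 to 87863832) reached 644 against 0, and *Mbnl2* (chromosome 14, 120297828 to 120297965) reached 835 against 0. The maximum depth of *Gtf2i* was 436, 889, 2631 and 336 in Neuron replicates 1 and 2 and RGP replicates 1 and 2. Reads outside the 3 amplicons made up 4.96% to 9.12% of the pileup reads in cDNA and 1.31% in genomic DNA, where the depth limit on the amplicons inflates each percentage.

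Mispriming by the amplicon primers is a candidate explanation for these 4 regions. Of their 8 ends, 3 carried a match to the end of a primer longer than the 95th percentile of 2000 random windows on the same chromosome, where chance gives 2.26% (one-sided exact binomial p = 0.000595). Both ends of *Gtf2i* lacked such a match, so the test bears on *Foxo3*, *Prcc* and *Mbnl2* only. Each of these regions had the match at 1 end and not at the other. Few templates would also make the allele shares of such products erratic. The reference base at position 134287485 in *Gtf2i* made up 5.08%, 75.8%, 50.1% and 83.5% of reads in the 4 libraries, a range of 78.5 points, and a linked position 134287690 differed from it by at most 2.47 points. Both explanations remain open for these products, with no primer match behind mispriming at *Gtf2i*, and no biological explanation was tested. An intronic product may also come from unspliced RNA, and these tests do not separate that from mispriming.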

How the results depend on the processing

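The alternatives were chosen before the data were examined, apart from those for *Inpp5f* and a background without primer positions. The neuron and RGP means, their difference and the comparisons with genomic DNA kept their direction under the alternatives that gave a value. Forward-strand bases did not keep the order of single libraries or the excess over background, with 0% paternal *Cdkn1c* in Neuron replicate 1 and RGP replicate 1, 6.25% in Neuron replicate 2 and 3.85% in RGP replicate 2.

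The comparison of each cDNA library with genomic DNA held in 4 of 4 libraries for *Cdkn1c* under every quality minimum and strand, and for *Ndn* under every alternative that gave a value. Forward-strand bases gave no *Ndn* share for either group or for genomic DNA, and no *Ndn* comparison, because Neuron replicate 2, RGP replicate 2 and the genomic DNA had 0 forward reads at this SNP.

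The RGP share of paternal *Cdkn1c* moved from 1.82% to 1.83% without a quality minimum, to 1.92% with forward-strand bases only, and to 1.73% with allele odds divided by those of the genomic DNA. These shifts passed the SD between RGP libraries, 0.011 points, which is smaller than counting error. The neuron share was 3.13% with forward-strand bases and 4.53% with the odds division, within the SD of 1.70 points. With forward-strand bases the *Cdkn1c* share of genomic DNA was 53.8%, neurons minus RGPs was 1.20 points (exact permutation p = 1), and 0 of 4 libraries exceeded the mismatch background, 1 before adjustment. Only 13 to 26 forward reads covered this SNP, which limits all 3 values. The other backgrounds, including the most mismatched position and the background without primer positions, left 4 of 4 libraries above it.

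A Fisher's exact test on pooled reads gave neurons minus RGPs as 2.92 points with p = 8.18e-180, against 2.93 points and an exact permutation p of 0.333 over libraries. It treats reads as replicates and ignores the difference between neuron libraries. The difference of log2 allele odds was 1.38, with the odds division 2.80 points, and with a replicate block 2.93 points (exact sign-flip permutation p = 0.5). Apart from the block and the forward-strand bases, the tests over libraries gave p = 0.333 by exact permutation, which the design cannot go below and which therefore shows no stability.

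Across the fits that each left out 1 library, the paternal *Cdkn1c* share ranged from 3.54% to 5.95% in neurons and from 1.81% to 1.82% in RGPs, and neurons minus RGPs from 1.73 to 4.14 points. The maternal *Ndn* share was 0% in each such fit. Among 63 further values for single libraries and *Inpp5f*, 58 stayed within their error and 5 moved, all of them *Cdkn1c* shares from forward-strand bases. Most of these alternatives kept nearly the same reads. The quality minimum removed only 0.143% to 0.280% of bases at the *Cdkn1c* SNP, and the maternal *Ndn* count was 0 in cDNA throughout. The count of unmoved values is therefore weak evidence of stability.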

Other observations

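The test of misread bases was chosen before its result was seen, and all other tests in this part were chosen only afterwards.

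The source of paternal *Cdkn1c* bases in cDNA was examined. Misread bases were rejected, since the lowest excess of the SNP over the pooled mismatch background was 112-fold at the base quality minimum of 30. Against the most mismatched single position the lowest excess was 24.4-fold, in RGP replicate 1. Forward-strand bases alone, 15 to 26 reads per library, were too few to decide. Loss of an allele in PCR or alignment bears on how low the share is and not on where the paternal bases come from, and the genomic DNA, with 51.2% paternal bases, showed no such loss. Genomic DNA among the cDNA templates could add paternal bases, because both *Cdkn1c* primers lie in the same exon. It would have to make up 11.6% and 6.92% of *Cdkn1c* templates in Neuron replicates 1 and 2 and 3.56% and 3.53% in RGP replicates 1 and 2. The same proportion at *Ndn* would give 4.02 maternal bases among 104 reads, and 0 were observed, with a probability of 0.0162. That test assumes equal parts of genomic DNA in both amplicons, and the depth limit hides their amounts. The RNA had been treated with DNase, but how much genomic DNA remained was not measured. Expression from the paternal *Cdkn1c* allele therefore cannot be told apart from residual genomic DNA. A higher level of *Ndn* RNA could explain the absence of maternal *Ndn* bases as well. Other sources of paternal *Cdkn1c* bases were not tested.

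The neuron libraries differed in paternal *Cdkn1c* share, 5.95% against 3.54%. Their mean of 4.75% lies under the neuron bound quoted from the study above, while Neuron replicate 1 lies over it. Counting error was rejected for the difference, since the SD between the neuron libraries was 13.8 times the binomial SD. Few template molecules before PCR may explain the spread, since the SD of the *Inpp5f* share between replicates was at least 10.9 times the binomial SD at its first SNP and at least 10.4 times at the second in the same libraries. The spread of the neuron libraries would correspond to about 156 independent templates at *Cdkn1c*, and that of the first *Inpp5f* SNP to 118 in neurons and 104 in RGPs (130 and 94.5 at the second), each from only 2 libraries. The *Cdkn1c* shares of the RGP libraries go against a general scarcity of templates, because their SD was 0.141 of the binomial SD. Template sampling thus remains open, and so does a real difference between the sorted neuron samples, including different amounts of other cells, which was not tested. For the same reason the higher mean in neurons than in RGPs remains a hypothesis.

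The depth limit of the pileup may explain the 21 to 40 reads at the *Ndn* SNP. Where depth stayed under the limit, at *Inpp5f*, reads from both sides were about equal, with a lowest ratio of 1.01. This comparison cannot decide the question, because at *Cdkn1c* the ratio was 0.951 to 0.998 although depth reached the limit. For *Ndn* in the genomic DNA, the far side gave 27623 reads, the SNP side gave 2374, and the maximum depth was 30002. In the cDNA libraries at *Ndn*, reads from the far side filled the limit first and the ratio was 0.000533 to 0.000700. Pileups made without a limit would test this.

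The pileups held 121925 to 140178 reads per library. That is lower than the value quoted from the study above. The depth limit truncates the pileup count, so it does not measure the number of aligned reads.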
